# Microarray analysis of long non-coding RNA expression profiles in monocytic myeloid-derived suppressor cells in *Echinococcus granulosus*-infected mice

**DOI:** 10.1186/s13071-018-2905-6

**Published:** 2018-05-30

**Authors:** Aiping Yu, Ying Wang, Jianhai Yin, Jing Zhang, Shengkui Cao, Jianping Cao, Yujuan Shen

**Keywords:** *Echinococcus granulosus*, Myeloid-derived suppressor cells, Long non-coding RNAs, Expression profile, Microarray analysis

## Abstract

**Background:**

Cystic echinococcosis is a worldwide chronic zoonotic disease caused by infection with the larval stage of *Echinococcus granulosus*. Previously, we found significant accumulation of myeloid-derived suppressor cells (MDSCs) in *E. granulosus* infection mouse models and that they play a key role in immunosuppressing T lymphocytes. Here, we compared the long non-coding RNA (lncRNA) and mRNA expression patterns between the splenic monocytic MDSCs (M-MDSCs) of *E. granulosus* protoscoleces-infected mice and normal mice using microarray analysis.

**Methods:**

LncRNA functions were predicted using Gene Ontology enrichment and the Kyoto Encyclopedia of Genes and Genomes pathway analysis. *Cis*- and *trans*-regulation analyses revealed potential relationships between the lncRNAs and their target genes or related transcription factors.

**Results:**

We found that 649 lncRNAs were differentially expressed (fold change ≥ 2, *P* < 0.05): 582 lncRNAs were upregulated and 67 lncRNAs were downregulated; respectively, 28 upregulated mRNAs and 1043 downregulated mRNAs were differentially expressed. The microarray data was validated by quantitative reverse transcription-PCR. The results indicated that mRNAs co-expressed with the lncRNAs are mainly involved in regulating the actin cytoskeleton, *Salmonella* infection, leishmaniasis, and the vascular endothelial growth factor (VEGF) signaling pathway. The lncRNA NONMMUT021591 was predicted to *cis*-regulate the retinoblastoma gene (*Rb1*), whose expression is associated with abnormal M-MDSCs differentiation. We found that 372 lncRNAs were predicted to interact with 60 transcription factors; among these, C/EBPβ (CCAAT/enhancer binding protein beta) was previously demonstrated to be a transcription factor of MDSCs.

**Conclusions:**

Our study identified dysregulated lncRNAs in the M-MDSCs of *E. granulosus* infection mouse models; they might be involved in M-MDSC-derived immunosuppression in related diseases.

**Electronic supplementary material:**

The online version of this article (10.1186/s13071-018-2905-6) contains supplementary material, which is available to authorized users.

## Background

Cystic echinococcosis is a worldwide chronic zoonotic disease caused by accidental ingestion of eggs of the genus *Echinococcus* and typically affects the liver and lungs [1]. It is endemic in pastoral regions around the world [2], causes a huge disease burden, and is characterized by long-term growth of hydatid cysts in humans and mammalian intermediate hosts. The cysts are filled with hydatid cyst fluid and protoscoleces [3].

Previously, we found significant accumulation of myeloid-derived suppressor cells (MDSCs) in mouse models infected with *E. granulosus* protoscoleces (Eg-psc) [4] and that they play a key role in downregulating the immune response of T lymphocytes. MDSCs are a heterogeneous population of myeloid cells composed of terminally differentiated macrophages, granulocytes, or dendritic cells. Various pathological conditions, such as cancer [5, 6], sepsis [7] and parasitic infection [8] result in aberrant MDSC expansion. MDSCs consist of two major subsets based on their phenotypic and morphological features: polymorphonuclear (PMN)-MDSCs and monocytic (M)-MDSCs. In mice, they are historically characterized by concurrent expression of the myeloid markers CD11b and Gr-1. The two major subsets can be identified more accurately based on the expression of Ly6G and Ly6C markers: PMN-MDSCs, CD11b^+^Ly6G^+^Ly6C^low^; M-MDSCs, CD11b^+^Ly6G^-^Ly6C^hi^) [9, 10]. M-MDSCs and PMN-MDSCs inhibit immune function *via* different mechanisms. M-MDSCs suppress T cell function *via* both antigen-specific and nonspecific mechanisms by producing nitric oxide (NO) and cytokines [11, 12], and are more immunosuppressive than their counterparts when assessed on a per cell basis [13–15].

Long non-coding RNAs (lncRNAs) are commonly defined as transcribed RNAs of more than 200 nucleotides in length and lack protein-coding ability [16, 17]. Increasing evidence indicates that lncRNAs participate in several important biological processes, including carcinogenesis, cell differentiation, metabolism, and immunity responses [18–20], acting as signal molecules, decoys, guides, and scaffolds [21–23]. Although numerous lncRNAs have been discovered in recent years, only a limited number have been well characterized. At the same time, knowledge of the genome scale of lncRNAs and their underlying biological functions in MDSCs in parasitic infections remains limited. Moreover, MDSC functional plasticity *via* epigenetic modification leads to their characteristics reshaping [10].

In the present study, we used microarray analysis to investigate the lncRNA and mRNA expression profiles in the splenic M-MDSCs of normal and Eg-psc-infected mice, and performed bioinformatics analysis of the differentially expressed lncRNAs to explore the possible biological processes and pathways associated with M-MDSCs. The results demonstrate that aberrantly expressed lncRNAs may be new candidates for the immunosuppressive mechanism of M-MDSCs in parasitic diseases.

## Methods

### Mice, parasites, and infection

Female BALB/c mice (aged 6–8 weeks) were purchased from SLAC Laboratory. The Eg-psc were obtained from the hydatid cysts of naturally infected sheep livers under aseptic conditions, and washed three times using 0.9% NaCl containing 1000 mg/ml penicillin and 1000 U/ml streptomycin (Invitrogen, Frederick, MD, USA). Thirty BALB/c mice were intraperitoneally injected with a 200 μl suspension containing 2000 live Eg-psc in 0.9% NaCl; the controls were 30 BALB/c mice injected with 200 μl 0.9% NaCl. All mice were housed in specific pathogen-free conditions.

### Cell isolation

Splenic M-MDSCs were isolated immediately after the BALB/c mice were sacrificed under sterile conditions at eight months after infection. Single-cell suspensions were enriched with magnetic cell sorting (MACS; Miltenyi Biotec, Bergisch Gladbach, Germany) according to the manufacturer’s protocol. The M-MDSCs were separated on mini MACS columns (Miltenyi Biotec, Bergisch Gladbach, Germany) and yielded approximately 90% pure cells. Then, we randomly selected splenic M-MDSCs from three mice each in the infected and normal groups for the detection of lncRNA and mRNA arrays.

### Microarray profiling

The lncRNA and mRNA expression patterns were detected in the splenic M-MDSCs of three Eg-psc-infected mice and three normal mice. The experiments were performed at OE BioTechCorporation (Shanghai, China). Agilent mouse lncRNA Microarray (4*180K, Design ID: 049801) was used in this experiment. Total RNA was extracted and purified with a RNeasy Mini Kit (Qiagen, p/n 74104, Boston, MA, USA) and quantified using NanoDrop ND-2000 (Thermo Fisher Scientific, Waltham, MA, USA). RNA integrity was assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Sample labeling, microarray hybridization, and washing were performed based on the manufacturer’s standard protocols. Briefly, total RNA was transcribed to double-stranded complementary DNA (cDNA), synthesized into complementary RNA (cRNA), and labeled with Cyanine 3-CTP. The labeled cRNA was hybridized onto the microarray. After washing, the arrays were scanned using an Agilent Scanner G2505C microarray scanner (Agilent Technologies).

### Differential expression analysis

The raw data were analyzed using Feature Extraction software (version 10.7.1.1; Agilent Technologies) and then normalized using percentile normalization. Probes with least one of two conditions flagged in “P” were chosen for further data analysis. Differentially expressed lncRNAs were identified through fold change and the *P*-value as calculated with the t-test. Aberrantly expressed lncRNAs and mRNAs were defined as fold change ≥ 2.0 and *P* < 0.05. Subsequently, Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were used to explore the roles of the differentially expressed mRNAs. Hierarchical clustering was performed on six mouse splenic tissue samples using Cluster 3.0 (Stanford University School of Medicine, California, USA) and TreeView 2.0 (Baryshnikova Lab, Princeton University, New Jersey, USA) to distinguish the distinguishable gene expression pattern among the samples.

### Co-expression network analysis

The co-expression of lncRNAs and the protein-coding genes was calculated using Pearson correlation coefficients with Cytoscape version 3.1.1 (US National Institute of General Medical Sciences). Correlations with *P* < 0.05 were considered statistically significant.

### Functional enrichment analysis

The functions of lncRNA co-expressed mRNAs were analyzed using GO enrichment analysis which was divided into three functional categories: molecular function, biological process and cellular component. The pathways of the co-expressed mRNAs were analyzed using KEGG pathway analysis.

### Quantitative reverse transcription-PCR (qRT-PCR)

qRT-PCR was performed to validate the microarray results according to the manufacturer’s protocol with a SYBR Green RT-PCR Kit (QuantiFast SYBR Green PCR Master Mix, Qiagen) on a Bio-Rad CFX96 system. The primers used for the qRT-PCR are shown in Additional file 1: Table S1. The lncRNA expression levels were quantified based on the threshold cycle (Ct) values. β-Actin served as the internal control. The relative gene expression was analyzed using the comparative Ct [2(-ΔΔCt)] method [24]. Three biological replicates were performed for each group.

### *Cis*- and *trans*-regulation analysis

LncRNAs have been shown to enhance the expression of nearby genes through *cis*-regulation [25] and as the mRNA loci were within 300 kbp windows upstream and downstream of the given lncRNAs, we identified them as *cis*-regulated mRNAs of the corresponding lncRNAs.

Here, the lncRNAs identified showed high Pearson’s correlation with the neighboring protein-coding genes, suggesting that they act in *cis* on protein-coding genes to regulate M-MDSC functions. As it has been indicated that transcription factors regulate lncRNA production, we therefore used hypergeometric distribution testing to predict the potential transcription factors that may regulate the production of the differentially expressed lncRNAs.

### Statistical analysis

Statistical analysis was performed using SPSS 19.0 (SPSS, New York, USA). All measurement data are reported as the mean ± standard deviation (SD). Differentially expressed lncRNAs were identified using t-tests or nonparametric tests. *P* < 0.05 was considered statistically significant.

## Results

### Differentially expressed lncRNAs in M-MDSCs

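Splenic M-MDSCs, immature monocytic cells that suppress T cells, were compared between BALB/c mice 8 months after an intraperitoneal injection of 2000 live protoscoleces in 200 μl and normal mice. RNA of 3 infected and 3 normal mice was hybridized in 1 colour, 1 array per mouse, to an Agilent mouse array that carries 54030 lncRNA probes, 33420 mRNA probes and 3738 probes of neither class. The authors read the arrays with Agilent Feature Extraction 10.7.1.1, which subtracts the local background of each spot and marks the spots that are well above it. Of the 143286 spots per array that are not controls, 57.6%, 59.4% and 59.5% were well above background in infected mice 1, 2 and 3, against 59.0%, 61.5% and 63.5% in normal mice 1, 2 and 3, and 0 were saturated. For the values given here, the log2 signals of a probe's spots were averaged and set relative to the 75th percentile of the array, so that levels of the same probe can be compared between mice but levels of different probes cannot. A probe was tested where it was well above background on all 3 arrays of at least 1 group, and the groups were compared with limma, adjusted by Benjamini-Hochberg over all 50570 tested probes of both classes. Genes were represented by their brightest tested probe, and the gene-level comparison was adjusted over 15641 genes. A probe or gene was called at an adjusted p under 0.05 and a fitted difference of at least 2-fold. Where a probe was not well above background on any array of a group, the difference is given as a lower limit, set against the dimmest signal that was well above background on each array or the probe's own signal, whichever was higher. Infected mice 1 and 2 were on 1 slide, and infected mouse 3 shared the other slide with the 3 normal mice. The scans divide the arrays the same way. A comparison with the slide as a block therefore rests on infected mouse 3 alone, and the first slide holds infected mice only. The number of arrays limits the precision, and an exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1.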

The raw data were analyzed using Feature Extraction software (version 10.7.1.1, Agilent Technologies) and were normalized with the quantile algorithm. GeneSpring (version 13.1, Agilent Technologies) was used for basic raw data analysis. Probes with at least 100% of the values in any one out of all conditions flagged as “Detected” were selected for further analysis. Differentially expressed mRNAs or lncRNAs were identified through fold change and the *P*-value as calculated with the t-test. The threshold set for upregulated or downregulated RNAs was fold change ≥ 2.0 and *P* < 0.05.

We detected 54,030 lncRNAs and 33,420 mRNAs in the M-MDSC samples. 

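Of the surface markers of myeloid cells, Itgam, Csf1r, Ly6c1 and Ccr2 were measured on all 6 arrays and did not pass the test between the groups. Itgam, which encodes CD11b, had a log2 signal of 6.17 ± 0.01 (SD, n = 3) in infected mice and 6.18 ± 0.10 in normal mice, with a difference of -0.02 (adjusted p = 0.952, limma). These values are of its brightest probe. Its other 2 tested probes lay above 0, up to 1.80, and were not called, and the mean of the 3 gave 1.15 (adjusted p = 0.0517, limma), so that the probes leave open whether Itgam changed. Csf1r, the receptor of the macrophage growth factor M-CSF, was at 5.41 ± 0.35 and 5.37 ± 0.23, and its difference of 0.04 (adjusted p = 0.930, limma) turns to -0.12 under quantile normalization and to -0.03 after normexp background correction. Ly6c1, a marker of the monocytic subset, was at 6.22 ± 0.51 and 5.20 ± 0.34 (adjusted p = 0.0845, limma), and the chemokine receptor Ccr2 was at 0.77 ± 0.29 and -0.07 ± 1.38 (adjusted p = 0.443, limma). Il6, Il33, Pgr, Pou3f2, Foxf2, E2f4 and Tmem37 were not well above background on all 3 arrays of either group and were not tested, and Ly6c2 has no probe on the array. Of the probes on the array, 28474 lncRNA probes (52.7%) and 22096 mRNA probes (66.1%) were well above background on all 3 arrays of at least 1 group. On at least 1 array, this held for 33323 lncRNA and 24840 mRNA probes, and on all 6 arrays for 25285 and 20389. A signal that Feature Extraction marks as positive and significant, a less strict mark, was present on all 3 arrays of a group for 38802 lncRNA and 27082 mRNA probes.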

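Some suppressor and alternative activation genes rose in the sorted cells of infected mice, and so did genes of neutrophil and eosinophil granule proteins. Retnla, a secreted protein of alternatively activated macrophages, was not well above background on any normal array and was at least 9.31-fold higher in infected mice (adjusted p = 0.00170, limma, n = 3 per group). Chil3, a chitinase-like protein, rose by a log2 difference of 3.04 (SE 0.44, adjusted p = 0.0141, limma), and the matrix protein osteopontin, encoded by Spp1, was at least 14.7-fold higher (adjusted p = 0.00388, limma). Of 23 measured suppressor genes of M-MDSCs, 8 rose and 0 fell (10 rose when adjusted over the list alone). The median log2 difference was 0.39 and the mean 0.98 (adjusted p = 5.36e-04 from camera, adjusted p = 0.263 with an estimated correlation). The list includes S100a8 and S100a9, calcium-binding proteins that MDSCs and neutrophils release, which rose by 2.92 (SE 0.38) and 2.80 (SE 0.34). Nos2, the inducible nitric oxide synthase, and Stat3 had differences of -0.27 (adjusted p = 0.418, limma) and 0.39 (adjusted p = 0.264, limma). The sign for Nos2 turned with the slide as a block (0.03). Of 13 genes of alternatively activated macrophages, 4 rose (4 when adjusted over the list alone). This list shares 2 tested genes with the suppressor list and 1 with the list of neutrophil secondary and tertiary granules. The median was 0.17 and the mean 1.31 (adjusted p = 0.0282 from camera, adjusted p = 0.252 with an estimated correlation, adjusted p = 0.0509 from camera without infected mouse 3). Housekeeping genes had a median of 0.41, above those of both lists, and a mean of 0.42, below those of both lists.
Most of the measured genes of each neutrophil list and of the eosinophil list rose. Of 18 genes of secondary and tertiary granules, 17 rose (18 when adjusted over the list alone). The median was 2.75 (adjusted p = 6.57e-16 from camera, adjusted p = 0.252 with an estimated correlation). Mmp8, the neutrophil collagenase, rose by 3.61 (above background in 2 of 3 normal mice), Lrg1 by 3.44 and the acute-phase protein gene Orm1 by 3.17. Of 29 markers of mature neutrophils, 20 rose (22 when adjusted over the list alone). The median was 2.62, or 2.54 with genes below background at their limits (adjusted p = 6.05e-15 from camera, adjusted p = 0.252 with an estimated correlation). They include the stefin genes Stfa2l1 (6.56, above background in 2 of 3 normal mice) and Cstdc5 (6.47), and Ly6g, the antigen that marks granulocytic cells (2.96, SE 0.45). Of 9 measured genes of primary granules, 5 rose (5 when adjusted over the list alone). The median was 1.15 (adjusted p = 9.73e-05 from camera, adjusted p = 0.252 with an estimated correlation). Myeloperoxidase, Mpo, rose by 3.22 (SE 0.26), with 1.04 from its other tested probe, and Ms4a3 rose by 3.01. Of 14 genes of eosinophils, basophils and mast cells, 9 rose (10 when adjusted over the list alone). The median was 1.43 (adjusted p = 4.28e-07 from camera, adjusted p = 0.252 with an estimated correlation). Those that rose include Epx, the eosinophil peroxidase (3.39), and Prg2, the major basic protein (3.30). Of 24 monocyte markers, 1 rose, the coagulation factor gene F13a1 (1.79, adjusted p = 0.0433, limma, at the gene level only, with 0 of its 2 probes called), and 0 rose when adjusted over the list alone. At an unadjusted p under 0.05, 5 were higher and 3 lower, and the median was 0.21 (adjusted p = 0.315 from camera). These counts rest on the brightest probe of each gene. For Vcan, a matrix proteoglycan of monocytes, that probe gave 0.59 and was not called. Of its 3 tested probes 2 were called higher, 1 of them at least 6.41-fold. Leaving out 1 array at a time, S100a8 kept log2 differences of 2.63 to 3.38, while its adjusted p rose to 0.0503 without infected mouse 1, 0.0570 without infected mouse 3 and 0.0510 without normal mouse 1, and was 6.14e-04 without infected mouse 2. Without infected mouse 1, infected mouse 3, normal mouse 1, normal mouse 2 and normal mouse 3, limma called 0, 0, 0, 7 and 9 mature neutrophil markers and 0, 0, 1, 3 and 4 suppressor genes higher. With the slide as a block S100a8 had a difference of 3.26 (adjusted p = 0.102, limma).

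**Figure D1:**
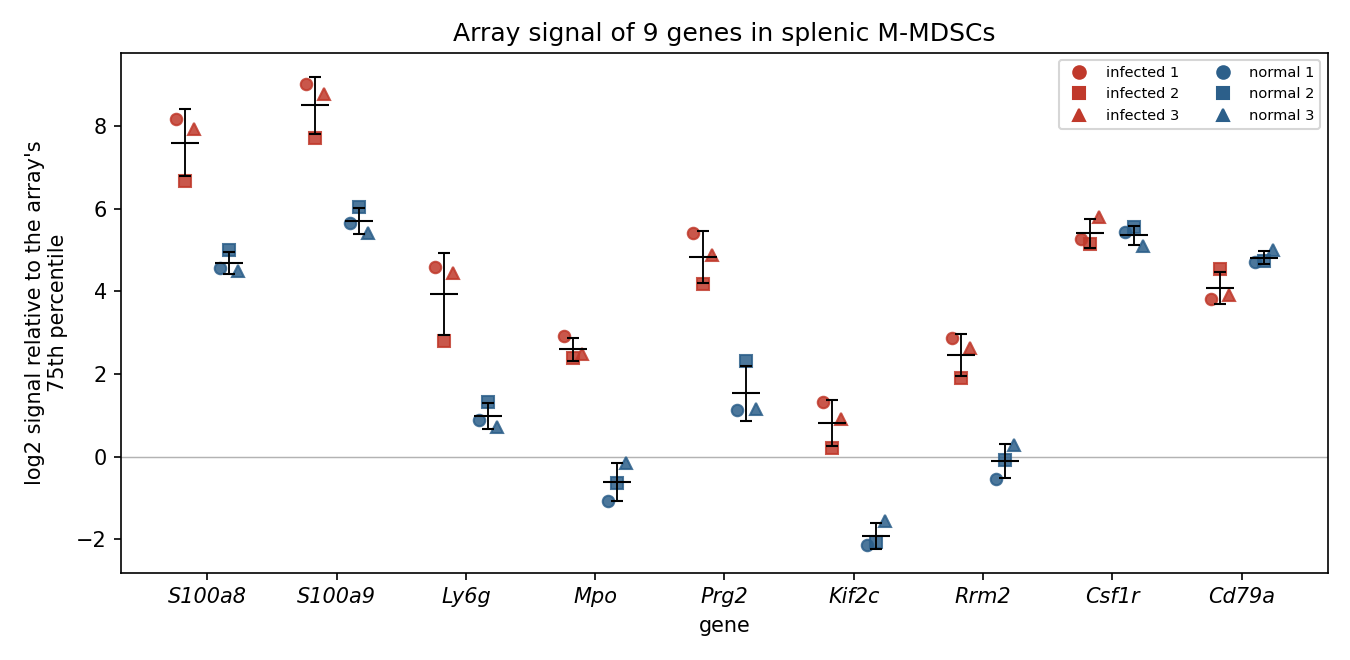
Log2 signal relative to the array's 75th percentile (vertical axis) of 9 genes (horizontal axis) in 3 infected (red) and 3 normal mice (blue), 1 point per array, with bars for the mean ± SD; levels of different genes cannot be compared. The 7 genes from S100a8 to Rrm2 lie higher in every infected mouse than in every normal mouse, Cd79a lies lower and was not called, and Csf1r overlaps between the groups, with a sign that depends on the scaling.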

Microarray scanning and normalization determined that 649 lncRNAs and 1071 mRNAs were differentially expressed. Among them, 582 lncRNAs were upregulated and 67 lncRNAs were downregulated (Additional file 2: Table S2), and 28 upregulated and 1043 downregulated mRNAs were differentially expressed (Additional file 3: Table S3). 

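Most of the called differences between the groups were increases in infected mice, for lncRNAs and for mRNAs. Over all tested probes, called or not, the median log2 difference was -0.13 for lncRNAs and 0.0155 for mRNAs. Of the tested probes, 384 lncRNA probes were higher and 18 lower in infected mice, and 792 mRNA probes were higher and 18 lower, with a fitted difference of at least 2-fold at an adjusted p under 0.05 (limma). Of the lower probes, 12 for lncRNAs and 10 for mRNAs were not well above background in any infected mouse, and their limits can lie under 2-fold. All 402 called lncRNA probes and 808 of the 810 called mRNA probes had every infected mouse on 1 side of every normal mouse. Chance gives this for 10% of probes that were not chosen for a difference, while these were chosen for one on the same arrays. Of the higher probes, 85 for lncRNAs and 84 for mRNAs were not well above background in any normal mouse. The genes that fell include the endocytic receptor gene Lrp2 (at least 1.76-fold lower, adjusted p = 0.0141, limma), Fank1 (at least 1.21-fold lower), Tnfrsf17, which encodes the plasma cell receptor BCMA (-1.56, SE 0.30, above background in 2 of 3 infected mice), and the keratin-associated gene Krtap4-7 (-1.50, above background in 1 of 3 infected mice). For Gp2 and Dixdc1, 1 probe each was called lower (at least 1.65-fold and 1.63-fold) while the brightest probes gave -0.97 and -0.32 and were not called. For Dmpk, 1 probe was called lower (-1.51, above background in 2 of 3 infected mice). Its brightest probe gave -0.18, was not called and changed sign in some other settings. Lists of lymphoid and antigen-presenting genes lay lower as groups, with Tnfrsf17 the only member past the test, but not in every infected mouse. The mean log2 difference from the normal mice was inside the range of single normal mice in infected mouse 2 for MHC class II genes (0.0172), markers of T and NK cells (0.0349) and B cell markers (-0.11), and in infected mouse 3 for plasma cell markers (0.0729). The 16 B cell markers had a median log2 difference of -0.70 (adjusted p = 3.05e-07 from camera, adjusted p = 0.276 with an estimated correlation). Limma called 0 of them, 0 when adjusted over the list alone and 8 lower at an unadjusted p under 0.05, and the B cell receptor gene Cd79a was at -0.73 (adjusted p = 0.0976, limma). The 11 MHC class II genes had a median of -0.53 (adjusted p = 4.65e-04 from camera, adjusted p = 0.342 with an estimated correlation; 0 called by limma, 0 when adjusted over the list alone, 3 lower at an unadjusted p under 0.05). The 17 dendritic cell markers had a median of -0.50 (adjusted p = 5.31e-04 from camera, adjusted p = 0.252 with an estimated correlation), with 0 called by limma, 0 when adjusted over the list alone and 7 lower at an unadjusted p under 0.05. The 25 markers of T and NK cells had a median of -0.43 (adjusted p = 5.31e-04 from camera, adjusted p = 0.383 with an estimated correlation, adjusted p = 0.0746 from camera without infected mouse 3), with 0 called by limma, 0 when adjusted over the list alone and 2 lower at an unadjusted p under 0.05. Of 11 plasma cell markers, 1 fell, Tnfrsf17 (1 when adjusted over the list alone). The median was -0.31 (adjusted p = 0.0475 from camera, adjusted p = 0.383 with an estimated correlation). With the slide as a block the median was 0.44. The plasma cell list was not past the threshold of camera without infected mouse 1 (adjusted p = 0.168), infected mouse 2 (0.0885), normal mouse 1 (0.0564) or normal mouse 3 (0.0924). The 16 macrophage markers of the spleen had a median of -0.05 (adjusted p = 0.201 from camera), with 0 called by limma, 0 when adjusted over the list alone and 1 lower at an unadjusted p under 0.05.
The number of called probes depends on single arrays. Without infected mouse 1, infected mouse 3, normal mouse 1, normal mouse 2 and normal mouse 3, limma called 0, 0, 0, 1 and 68 lncRNA probes higher and 5, 3, 8, 6 and 195 mRNA probes higher. Without infected mouse 2 it called 659 and 1370 higher and 595 and 318 lower. With the slide as a block, 0 lncRNA probes were higher and 4 lower and 16 mRNA probes were higher and 5 lower. After normexp background correction 156 lncRNA and 466 mRNA probes were higher and 0 of both lower.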

Compared with the controls, FR208893 (fold change of 133.45992) was the most upregulated lncRNA, while FR325025 (fold change of 4.1526523) was the most downregulated lncRNA in the M-MDSCs.

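FR208893, a lncRNA that was higher in infected mice, lies on chromosome 16 from 36184298 to 36188194 on the plus strand (mm9) and overlaps the stefin-like gene Cstdc4 on the same strand. It was not well above background in any normal mouse and was at least 69.8-fold higher in infected mice (log2 signal 2.69 ± 1.42 against -4.39 ± 0.92, SD, n = 3, adjusted p = 0.0148, limma). The limit was 14.8-fold after normexp background correction and 48.7- to 122-fold with 1 array left out, the highest without infected mouse 2. Cstdc4 was at least 19.1-fold higher (adjusted p = 0.0119, limma). FR325025 lies on chromosome 1 from 63625365 to 63628753 on the plus strand, 5583 bp from Adam23, a cell adhesion gene on the same strand. It was not well above background in any infected mouse and was at least 1.60-fold lower there (log2 signal -4.79 ± 0.90 against -2.69 ± 0.04, adjusted p = 0.0323, limma), and Adam23, above background in 1 of 3 infected mice, fell by 2.04 on the log2 scale at the gene level only, with 0 of its 2 tested probes called. Of the other lncRNAs named for their fitted increase, none was above background in any normal mouse, so that their limits do not rank them: FR125550 (at least 10.1-fold, on chromosome 1, 34599 bp from the interleukin-1 decoy receptor gene Il1r2, which rose by 4.28 and was above background in 1 of 3 normal mice), FR074692 (at least 4.35-fold, on chromosome 17, 6755 bp from Vegfa), FR196033 (at least 3.99-fold) and FR222065 (at least 3.76-fold, 9681 bp from Ica1, which rose by 2.99). Among the lower lncRNAs, n417761 was at least 1.97-fold lower, FR353523 at least 1.73-fold, FR073352 at least 1.43-fold and FR264659 at least 1.29-fold. For FR208893 the adjusted p from limma was 0.0632 without infected mouse 1, 0.0581 without infected mouse 3, 0.0708 without normal mouse 1 and 0.0543 without normal mouse 2, and it was 0.0851 with the slide as a block. For FR325025 it was 0.114, 0.0778, 0.113, 0.116 and 0.102 without infected mouse 1, infected mouse 3, normal mouse 1, normal mouse 2 and normal mouse 3. Limma on values after normexp background correction called neither FR325025 (adjusted p = 0.161) nor FR074692, FR196033, FR222065 or any of the lower lncRNAs named here.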

Figure 1 shows a volcano plot of the differentially expressed lncRNAs, where red and green indicate significantly upregulated and downregulated lncRNAs, respectively. To identify gene expression patterns, hierarchical clustering was performed among samples using Cluster 3.0 and TreeView 2.0. Many lncRNAs were identified as differentially expressed between the two groups, indicating that the significantly altered expression of these lncRNAs may be involved in the immunoregulatory function of M-MDSCs (Fig. 2).

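Clustering of the tested probes placed the infected mice on 1 side and the normal mice on the other. Normal mice 1 and 2 joined first, at a distance (1 minus Pearson's r) of 0.0131, then infected mice 1 and 2 at 0.0149. Normal mouse 3 joined the normal mice at 0.0173, infected mouse 3 the infected mice at 0.0244, and the groups joined at 0.0349. Infected mouse 2 had an r of 0.985 with infected mouse 1, on the same slide, and of 0.970 with infected mouse 3. With normal mice 1, 2 and 3 it had 0.976, 0.980 and 0.976. Its place among the infected mice thus rests on infected mouse 1, where slide and group cannot be told apart. On the first principal component, which holds 54.7% of the variance, infected mice 1, 2 and 3 lay at 80.8, 10.9 and 71.8 and normal mice 1, 2 and 3 at -51.0, -44.9 and -67.7. Infected mouse 2 thus lay between the other infected mice and the normal mice. For markers of mature neutrophils, its mean log2 difference from the normal mice was 1.71, against 3.41 in infected mouse 1 and 2.77 in infected mouse 3, and for mitosis genes it was 1.65, against 2.76 and 2.46. Of 16 housekeeping genes, 1 rose, Pgk1 (1.29, adjusted p = 0.0207, limma; 1 when adjusted over the list alone), and the list had a median of 0.41 (adjusted p = 7.54e-04 from camera, adjusted p = 0.252 with an estimated correlation). From the lncRNAs that differ between the groups, the paper proposes that they take part in how M-MDSCs regulate immune responses.

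**Figure D2:**
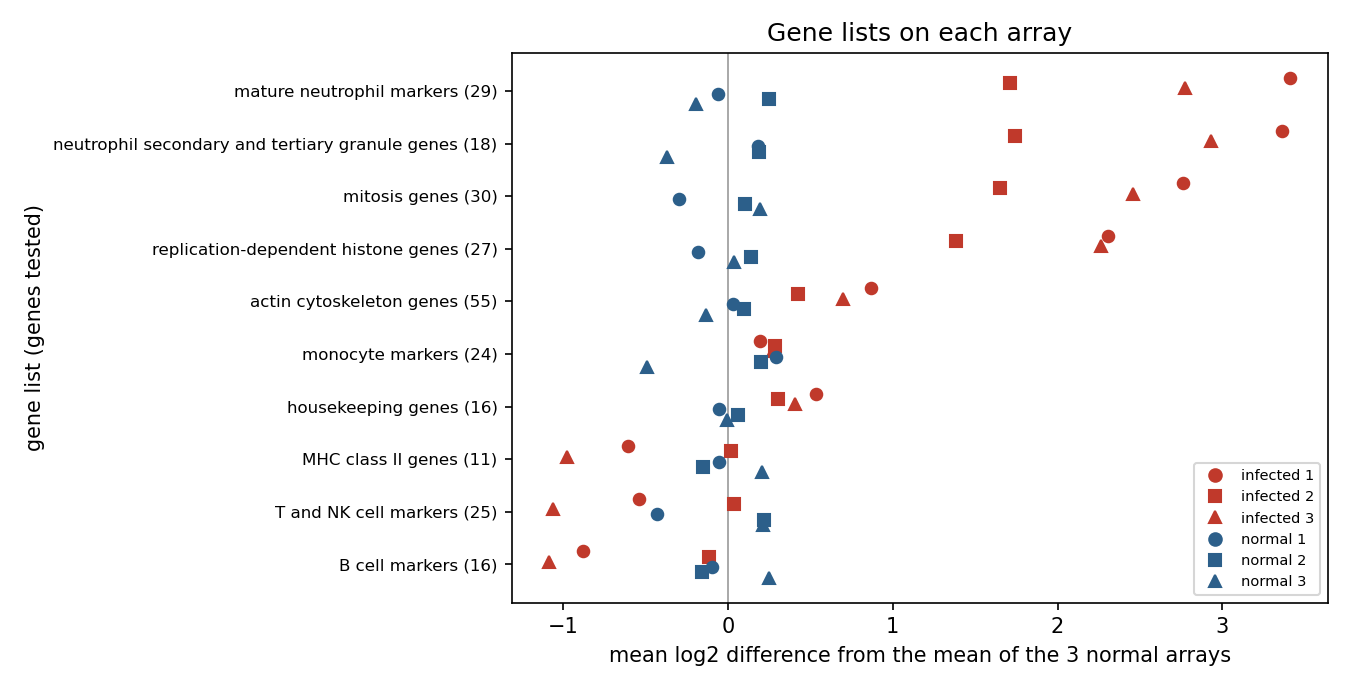
Mean log2 difference of each array from the mean of the 3 normal arrays (horizontal axis) over the tested genes of 10 lists (vertical axis, number of genes in brackets), with infected mice in red and normal mice in blue. For neutrophil, mitosis and histone genes infected mouse 2 lies between the other infected mice and the normal mice, and for MHC class II, T and NK cell and B cell genes it lies among the normal mice.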

**Fig. 1:**
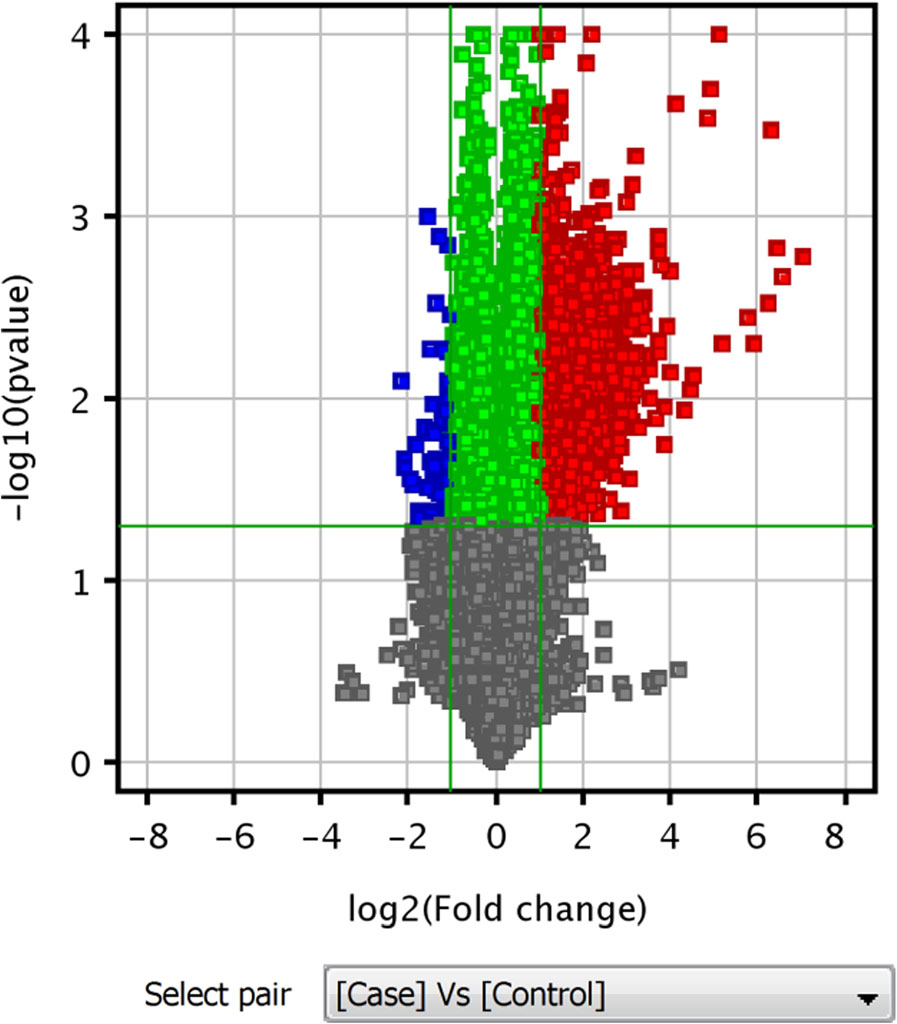
Aberrant expression of lncRNAs between the two groups. The X-axis indicates the fold change. The horizontal green line represents the filter criterion (threshold *P* ≥ 0.05); red dots, upregulated lncRNAs; blue dots, downregulated lncRNAs

**Fig. 2:**
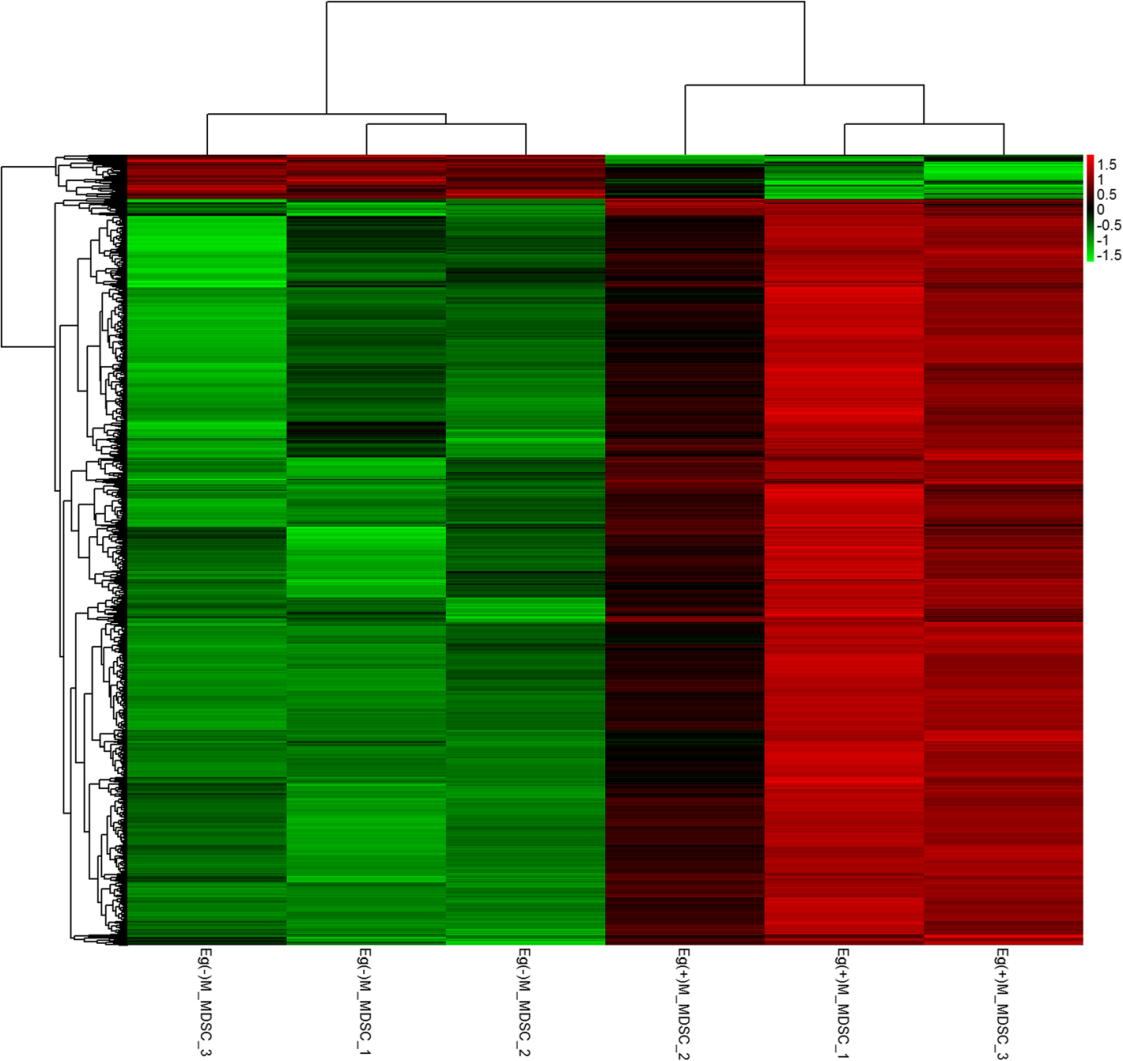
Hierarchical clustering of differentially expressed lncRNAs between the splenic M-MDSCs of normal and Eg-psc-infected mice. In the heat map, red indicates increased relative expression and green indicates decreased relative expression

### qRT-PCR validation

To verify the results of lncRNA microarray, we used qRT-PCR to detect the expression of 10 lncRNAs selected randomly from the differentially expressed lncRNA transcripts with splenic M-MDSCs samples with three biological replicates in each group. The qRT-PCR results were consistent with the lncRNA array analysis, and these lncRNAs are likely to play roles in response to the biological functions of MDSCs in parasitic infections (Fig. 3).

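On the arrays, 7 of the 10 lncRNAs with primers in Table S1 were called higher in infected mice and 1 lower, with adjusted p from limma between 0.0151 and 0.0884 over the 10. FR226874, on chromosome 19 from 20462715 to 20465165 (mm9), rose by a log2 difference of 3.18 (SE 0.44, n = 3 per group, adjusted p = 0.0151, limma) and lies 12934 bp from Anxa1, the gene of the anti-inflammatory protein annexin A1, which rose by 3.16. FR325526, on chromosome 17 from 18024814 to 18027771, rose by 2.82 (SE 0.50) and lies 2769 bp from Fpr2, a formyl peptide receptor of myeloid cells that rose by 3.13. FR075071, on chromosome 13 from 16120652 to 16123187, rose by 2.29 (SE 0.46) and lies 1959 bp from Inhba, the gene of the activin A subunit, which rose by 3.22. NR_028279.1 rose by 2.48 (SE 0.39) 512 bp from Pram1 (2.19), and FR175305 by 2.39 (SE 0.44) 1284 bp from Gda (2.33). FR197468 rose by 1.42 (SE 0.26), and FR338569 rose too (adjusted p = 0.0172, limma). The genes nearest to them were not called. FR153792 fell by 1.11 (SE 0.21, adjusted p = 0.0370, limma). FR345547 and FR193677 had differences of -1.24 (adjusted p = 0.0790, limma) and -1.07 (adjusted p = 0.0884, limma), and both were called with array weights or without infected mouse 2. Without infected mouse 1, infected mouse 3, normal mouse 1, normal mouse 2 or normal mouse 3, limma called 0 of the 10, and with the slide as a block 0. In all 6 mice, all 10 had an unadjusted p under 0.05 with limma. The paper had drawn the 10 from lncRNAs selected at an unadjusted p under 0.05 on the same arrays. This count is therefore not independent evidence. After normexp background correction limma called 5.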

**Fig. 3:**
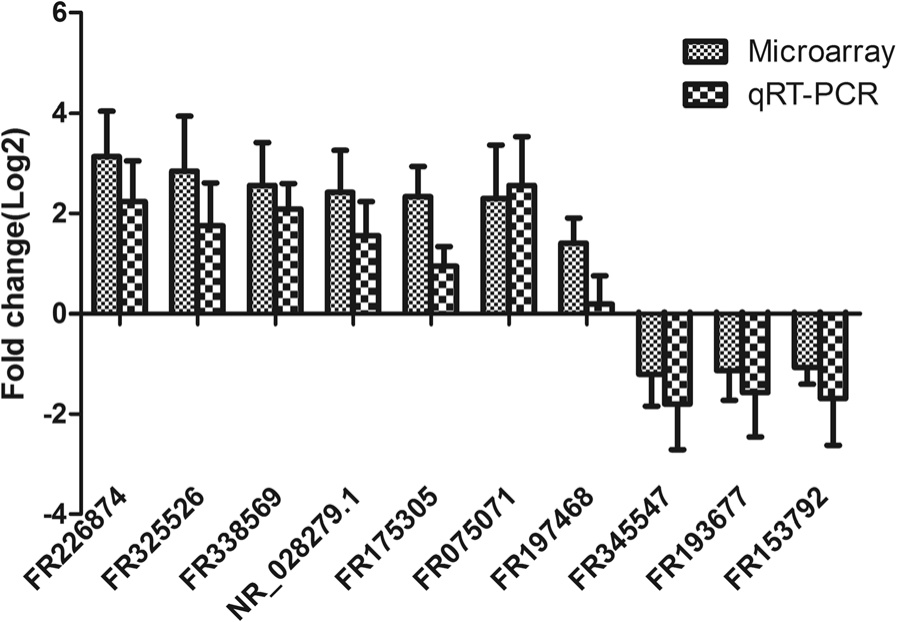
qRT-PCR verification of 10 randomly selected differentially expressed lncRNAs from the microarray data. The qRT-PCR results were consistent with the lncRNA array analysis. Results are presented as log2 fold changes in expression ± standard error

### LncRNAs-mRNAs co-expression network

We constructed a co-expression network to investigate the correlation between each differentially expressed lncRNA in M-MDSCs and the target mRNAs. We ranked each lncRNA-mRNA correlation according to the *P*-value and selected the top 500 lncRNA functional terms for functional enrichment analysis, and counted the numbers of differently expressed lncRNAs enriched in the functional terms. These functional terms were used to predict the functions of the given lncRNAs based on GO enrichment and KEGG pathway analyses of the co-expressed mRNAs.

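Called lncRNAs and called mRNAs moved together across the 6 mice, and much less within the groups. For each of the 402 called lncRNA probes and 808 called mRNA probes that separate the groups, Pearson's r was computed over the 6 arrays and tested with an exact permutation test over 720 pairings. Of 324816 pairs, 93.3% passed at an unadjusted p under 0.05, of which 95.3% were positive, against 9.46% of the pairs of 400 lncRNA and 800 mRNA probes drawn at random from those tested. Both sides of each pair had been chosen because they differ between infected and normal mice, so that the difference between the groups alone gives a high correlation. When each probe was first centred on its group's mean and permuted within the groups over 36 pairings, whose smallest p is 0.0278, 10.4% of the pairs passed, against 3.28% of the random pairs. After normexp background correction 15.6% passed within the groups. With Spearman's rho, 53.3% passed across the arrays and 8.87% within the groups.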

For GO analysis, differentially expressed lncRNAs were mostly enriched in nuclear envelope organization, positive regulation of target of rapamycin (TOR) signaling and positive regulation of protein complex assembly in biological processes (Fig. 4a); nuclear envelope, mitotic spindle, and trans-Golgi network in cellular component (Fig. 4b), and enzyme regulator activity, lipoteichoic acid binding, and NADH dehydrogenase activity in molecular functions (Fig. 4c).

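All but 1 of the measured genes of mitosis and of replication-dependent histones rose in the sorted cells of infected mice. For mitosis genes, a change within M-MDSCs could not be told from granulocytes and their precursors among these cells. For histone genes this was not tested. All 30 measured mitosis genes rose (30 when adjusted over the list alone). The median log2 difference was 2.31 (adjusted p = 1.63e-27 from camera, adjusted p = 0.252 with an estimated correlation). Cdca3 was at least 8.35-fold higher, the spindle checkpoint kinase gene Bub1 rose by 2.77 (SE 0.36) and the kinesin gene Kif2c by 2.74 (SE 0.30). Of 27 replication-dependent histone genes, 26 rose (26 when adjusted over the list alone). The median was 2.03 (adjusted p = 5.65e-25 from camera, adjusted p = 0.252 with an estimated correlation). Genes that rose include H3c8 (2.79) and H2ac4 (2.61). Of 33 DNA replication genes, 15 rose (17 when adjusted over the list alone). The median was 1.20 (adjusted p = 8.94e-14 from camera, adjusted p = 0.252 with an estimated correlation). Those that rose include Rrm2, a subunit of the reductase that makes deoxynucleotides (2.58, SE 0.30), and Uhrf1, which keeps DNA methylation through replication (2.04). Of 26 nuclear envelope genes, 7 rose (8 when adjusted over the list alone). The median was 0.43 (adjusted p = 9.98e-06 from camera, adjusted p = 0.252 with an estimated correlation). Zmpste24, the protease that matures lamin A, rose by 2.06, and Syne1 and Syne2, which tie the nucleus to the cytoskeleton, by 1.92 and 1.54. Of 22 activators of TOR signalling, 2 rose (2 when adjusted over the list alone), Mlst8 (1.54, adjusted p = 0.0464, limma) and Lamtor4 (1.03, adjusted p = 0.0472, limma), both at the gene level only. The median was 0.27 (adjusted p = 0.0286 from camera, adjusted p = 0.252 with an estimated correlation). Mtor itself was at 0.27 (adjusted p = 0.392, limma). The median of the TOR list lay below that of housekeeping genes (0.41), and that of the nuclear envelope list close to it. The TOR list was not past the threshold with the slide as a block (adjusted p = 0.345 from camera), without infected mouse 2 (0.0885), without normal mouse 2 (0.0593) or with the mean of a gene's probes (0.0796). The 34 genes of mitochondrial complex I, the NADH dehydrogenase, had a median of 0.49 (adjusted p = 5.73e-08 from camera, adjusted p = 0.252 with an estimated correlation). Limma called 0 at 2-fold, 0 when adjusted over the list alone, with 23 higher at an unadjusted p under 0.05.
Tested by Fisher's exact test among the 633 higher of 14540 genes with a GO annotation in the deposited table, 4 of the 9 GO terms named in the text were enriched, and 2 after normexp background correction. Mitotic spindle held 8 higher genes of 24 (adjusted p = 4.40e-05), nuclear envelope 11 of 84 (adjusted p = 0.00453), positive regulation of protein complex assembly 3 of 10 (adjusted p = 0.0235) and nuclear envelope organization 3 of 12 (adjusted p = 0.0303). The 3 genes of protein complex assembly were Vegfa, Mpp7 and Spidr, and those of nuclear envelope organization were Zmpste24, Syne2 and Lmna. The 11 of nuclear envelope were Rrm2, Mgst2, Alox5, Syne1, Alox5ap, Syne2, Ptgs1, Lmna, Anxa11, Rrm1 and Lbr. Mpp7, Spidr and these genes, apart from Rrm2, Syne1 and Syne2, are named after their values were seen. The medians over all members of nuclear envelope (0.23) and mitotic spindle (0.30) lay below the 0.41 of housekeeping genes. Those of protein complex assembly (0.55) and nuclear envelope organization (0.70) lay above it. Positive regulation of TOR signalling held 2 of 14 (adjusted p = 0.183), trans-Golgi network 7 of 106 (adjusted p = 0.296) and lipoteichoic acid binding 1 of 2 (adjusted p = 0.153), the lipopolysaccharide-binding protein gene Lbp (2.93), also named after its value was seen. Enzyme regulator activity held 0 of 13 and NADH dehydrogenase activity 0 of 12 (adjusted p = 1 for both). Without infected mouse 1, infected mouse 3 or normal mouse 1, limma called 0 of the mitosis genes, with adjusted p for Kif2c of 0.0503, 0.0570 and 0.0510 and differences of 2.48, 2.69 and 2.63. Without normal mouse 2 and normal mouse 3 it called 21 and 28. After normexp background correction it called 27 mitosis, 9 DNA replication and 3 nuclear envelope genes, and Zmpste24 and Lamtor4 were not called. With the slide as a block the mitosis list kept a median of 2.44 (adjusted p = 9.82e-21 from camera) while 0 of its genes were called.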

**Fig. 4:**
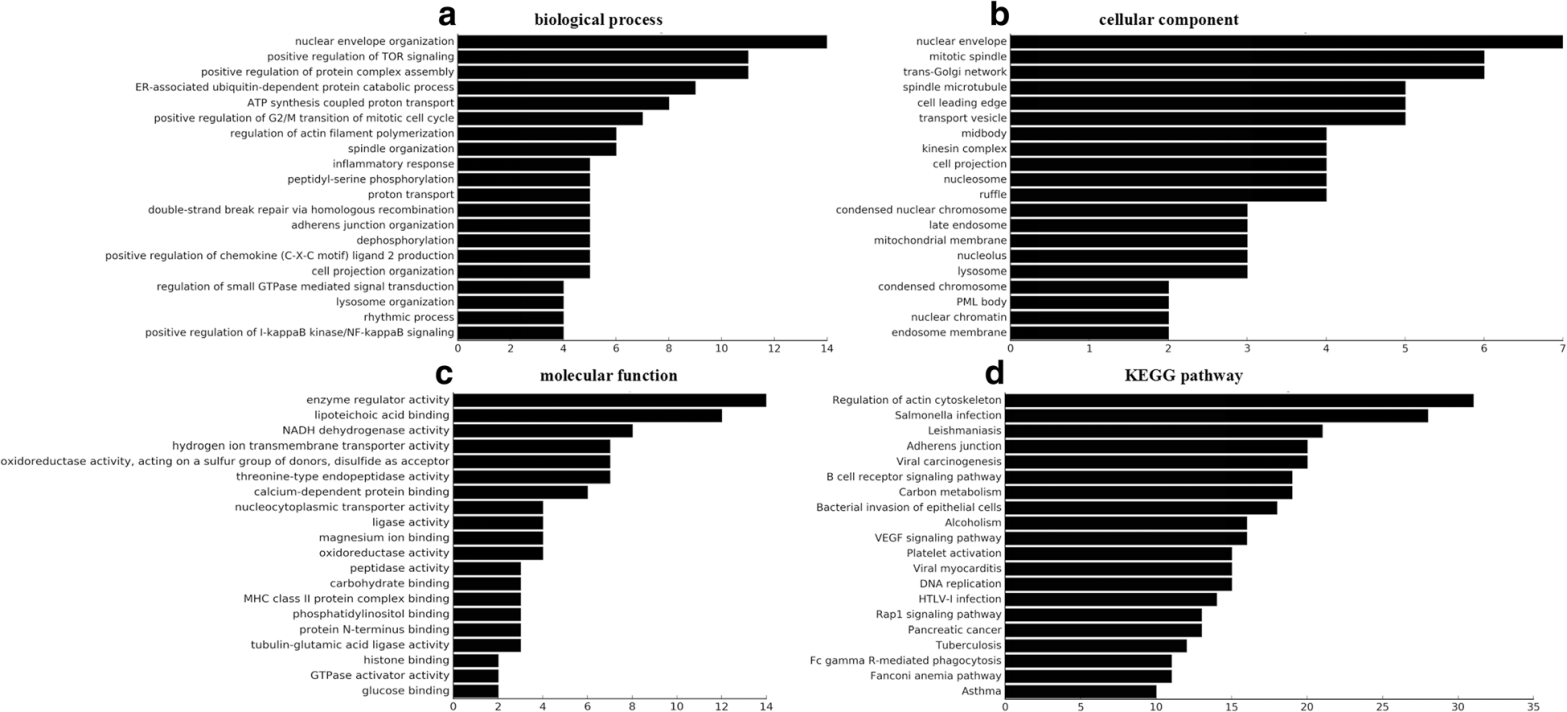
Top 20 terms in the gene enrichment and pathway analysis of differentially expressed lncRNAs induced by Eg-psc infection. **a** Biological process. **b** Cellular component. **c** Molecular function. **d** The most significant KEGG pathway for the differentially expressed lncRNAs

It is widely believed that disorder of the signaling pathways under pathological conditions contributes to the development of suppressive myeloid cells [26]. 

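Genes of the actin cytoskeleton and of responses to intracellular infection lay higher in infected mice as groups, with a minority of members past the test. Of 55 measured actin cytoskeleton genes, 8 rose and 0 fell (11 rose when adjusted over the list alone). The median log2 difference was 0.64 (adjusted p = 2.23e-11 from camera, adjusted p = 0.253 with an estimated correlation). Iqgap3, a scaffold protein of dividing cells, rose by 3.04 (SE 0.40, n = 3 per group, adjusted p = 0.0119, limma), the actin nucleator gene Diaph3 by 1.95 (SE 0.29) and Vcl, which encodes vinculin of focal adhesions, by 1.82 (SE 0.31), while Actb was at 0.61 (adjusted p = 0.157, limma). Of 50 genes of the response to Salmonella infection, 4 rose (4 when adjusted over the list alone). The median was 0.44 (adjusted p = 2.54e-04 from camera, adjusted p = 0.253 with an estimated correlation). Genes that rose include the kinase gene Mapk3 (1.38). Of 55 genes of leishmaniasis, 8 rose (9 when adjusted over the list alone). The median was 0.25 (adjusted p = 0.0143 from camera, adjusted p = 0.302 with an estimated correlation). Those that rose include Mapk13 (2.73), Fos (1.88) and Ncf1, a subunit of the phagocyte NADPH oxidase (1.76). Of 40 genes of VEGF signalling, 5 rose (6 when adjusted over the list alone). The median was 0.31 (adjusted p = 0.00419 from camera, adjusted p = 0.263 with an estimated correlation). Genes that rose include Vegfa itself (2.65, SE 0.43, adjusted p = 0.0176, limma), Mapk13 and the kinase gene Pik3cb (1.67). The lists of Salmonella infection and leishmaniasis share 16 tested genes, and those of MAPK and VEGF signalling share 10. Housekeeping genes had a median of 0.41, above those of the leishmaniasis and VEGF lists and close to that of the Salmonella list. Markers of mature neutrophils, a cell type that also uses these pathways, rose in the same mice. The leishmaniasis list was not past the threshold of camera with quantile normalization (adjusted p = 0.0778), after normexp background correction (0.0539), with the authors' normalized values (0.0800) or with the slide as a block (0.0898), and the VEGF list was not with the slide as a block (0.0898). Without infected mouse 1, infected mouse 3 or normal mouse 1, limma called 0 of the actin genes, with adjusted p for Iqgap3 of 0.0503, 0.0570 and 0.0510 and differences of 2.74, 2.95 and 2.70. Without normal mouse 2 and normal mouse 3 it called 2 and 3, and without infected mouse 2 it called 15. It called 5 after normexp background correction, where Diaph3 and Pik3cb were not called.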

KEGG pathway analysis indicated that the co-expressed mRNAs were mainly involved in regulating the actin cytoskeleton, *Salmonella* infection, leishmaniasis, and the vascular endothelial growth factor (VEGF) signaling pathway (Fig. 4d). MDSCs accumulate in lymphoid organs under parasitic infection (as in cancer), and can migrate to and invade the adjacent tissues and vasculature. Some key proteins involved in the actin cytoskeleton are linked to cancer cell invasion and metabolism [27]. As cystic echinococcosis is considered an infectious and inflammatory disease, the aberrantly expressed lncRNAs might regulate these processes.

### *Cis*-regulation of lncRNAs

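NONMMUT021591 lies on chromosome 14 from 73346517 to 73349312 on the minus strand in the table deposited for the array. Entries of its source are shifted against the mm9 entries of the same table as between assemblies for 89.8% of 586 pairs, so these positions are not given as mm9. By order of genes in GRCm38.p6, the lncRNA lies between Rb1 and Itm2b. The array carries 6 probes for it. The probe listed in Table S2 rose by a log2 difference of 1.16 in infected mice (SE 0.20, n = 3 per group, adjusted p = 0.0276, limma), while 4 other tested probes gave -0.04, -0.40, -0.11 and -0.21 and were not called, and 1 was not tested. Rb1, which encodes the retinoblastoma protein that restrains entry into the cell cycle, was at 1.35 ± 0.20 (SD, n = 3) in infected and 0.79 ± 0.05 in normal mice, a difference of 0.55 that did not pass the test (adjusted p = 0.0860, limma), with every infected mouse above every normal mouse (exact permutation p = 0.1, the smallest possible). The adjusted p of the called probe was 0.135 without infected mouse 1, 0.0646 without infected mouse 3, 0.0969, 0.105 and 0.0985 without normal mice 1, 2 and 3, and 0.0851 with the slide as a block. After normexp background correction its difference was 0.47 (adjusted p = 0.0680, limma), and the mean of the probes gave 0.0781 (adjusted p = 0.796, limma).
Across lncRNAs whose positions were taken as mm9, as for the mRNA probes, 326 called lncRNA probes had a tested gene within 300 kb. For 124 of them the nearest gene was also called, and in all 124 it changed in the same direction as the lncRNA, over 98 distinct genes. Random assignment of neighbours gave a mean of 12.2 and at most 29 in 10000 draws. Because nearly all called probes were higher, 96.2% of randomly assigned called pairs had the same direction too. Of the 52 called lncRNA probes that overlap a tested gene on the same strand, 39 lay in a called gene, again all in the same direction.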

We found that 288 lncRNAs were considered *cis*-regulatory lncRNAs of their sense-overlapping genes, and we found that lncRNA NONMMUT021591 was predicted to *cis*-regulate the *Rb1* (Additional file 4: Figure S1). *Rb1* expression had been reported to be associated with abnormal M-MDSC differentiation [28].The lncRNA NONMMUT021591 may play a role in the immunosuppressive functions of MDSCs.

### LncRNA-transcription factor network analysis

As it was indicated that transcription factors regulate lncRNA production, we used hypergeometric distribution testing to predict the transcription factors that could regulate the differentially expressed lncRNAs, and constructed a core network of the top 100 lncRNA-transcription factor pairs by ranking the *P*-value (Fig. 5). We predicted that 372 lncRNAs would interact with 60 transcription factors, forming an interaction network of 1746 connections. These lncRNAs were mostly regulated by IL6, FOSL1, YY1, PGR, TMEM37, PBX1, POU3F2, FOXF2, FOS, JUNB, JUND, CEBPD, RB1, MAX, E2F1, C/EBPβ, HERPUD1, E2F4 and ZBTB16. 

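Of the 19 transcription factors and regulators named, 13 were measured in M-MDSCs, and 2 of them rose in infected mice (3 when adjusted over the list alone, which is not independent evidence, since the factors were chosen on these samples). Fos, an immediate early factor of the AP-1 complex, had a log2 signal of 0.11 ± 0.36 (SD, n = 3) in infected and -1.76 ± 0.51 in normal mice (SE 0.29, adjusted p = 0.0155, limma). Cebpd, a relative of C/EBPβ that responds to inflammation, rose by 2.00 (SE 0.36, adjusted p = 0.0242, limma) and was above background in 2 of 3 normal mice. Cebpb was at 0.99 ± 0.44 in infected and -0.15 ± 0.57 in normal mice, a difference of 1.14 that did not pass the test (adjusted p = 0.0859, limma), although every infected mouse lay above every normal mouse. E2f1, which drives genes of DNA replication, was at 0.71 (adjusted p = 0.0635, limma), Junb at 0.40, Jund at 0.21, Max at 0.19, Yy1 at 0.21, Herpud1 at -0.08 and Zbtb16 at -0.34. Fosl1 was at -0.26 (adjusted p = 0.669, limma), and at 0.56 with the slide as a block. The 13 factors had a median of 0.35 (adjusted p = 0.0124 from camera, adjusted p = 0.260 with an estimated correlation, adjusted p = 0.0644 from camera without infected mouse 3), below the 0.41 of housekeeping genes. Limma called 0 of them without infected mouse 1, infected mouse 3, normal mouse 1 or normal mouse 2 and 1 without normal mouse 3, 3 without infected mouse 2, 0 with the slide as a block and 1 after normexp background correction, which ended the call of Cebpd, against 6 at an unadjusted p under 0.05 in all mice. Of 17 immediate early and heat shock genes, 1 rose, Fos (1 when adjusted over the list alone). The median was 0.27 (adjusted p = 0.165 from camera).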

Among the transcription factors, C/EBPβ (CCAAT enhancer-binding transcription factor) [29] has been demonstrated to be a MDSC transcription factor. C/EBPβ regulates myeloid cell development and differentiation, and controls emergency granulopoiesis induced by cytokines and infections [7, 30]. Increased C/EBPβ expression is a characteristic biochemical feature of MDSCs.

**Fig. 5:**
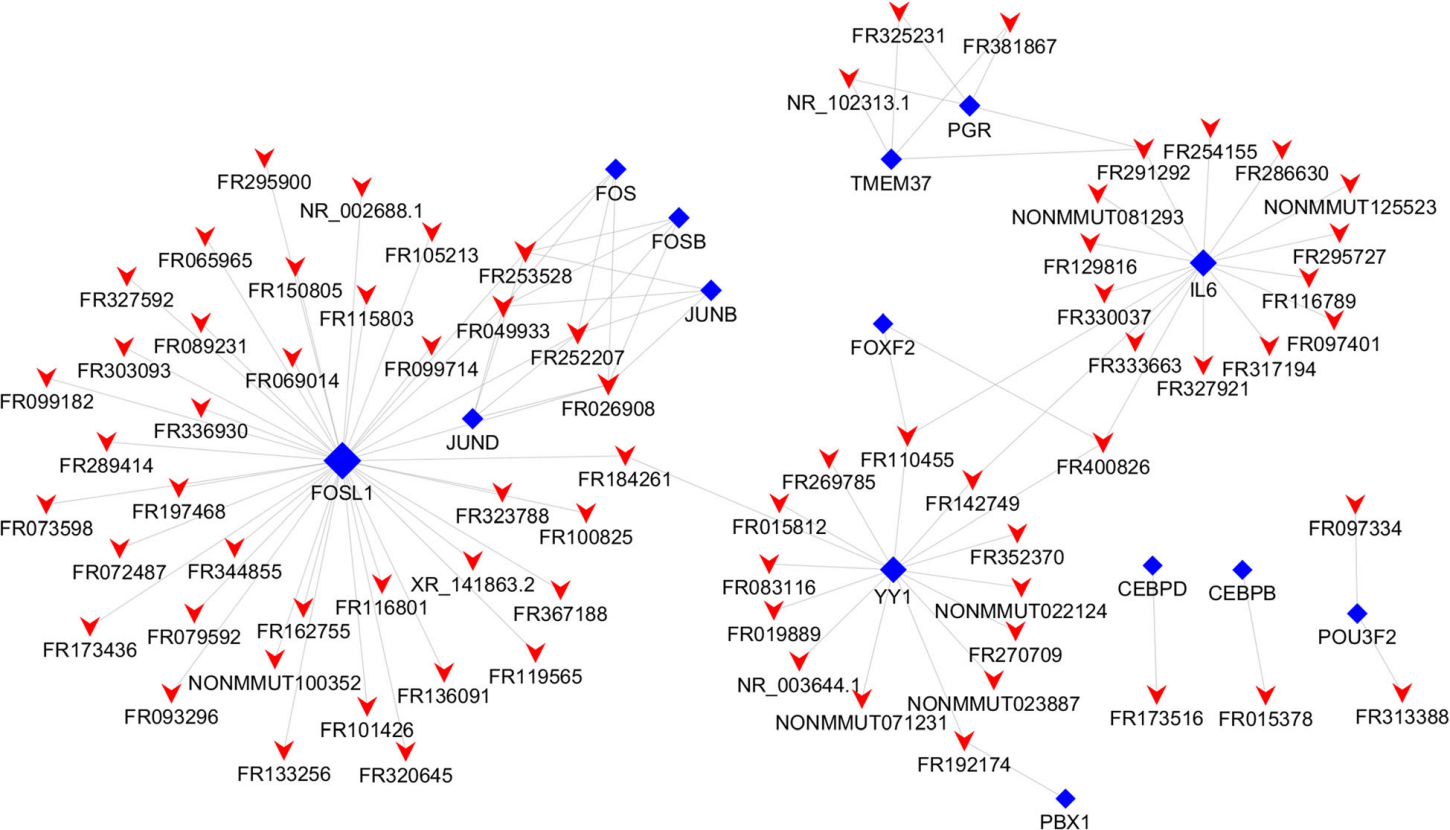
Network of the top 100 most related lncRNA-transcription factor pairs according to the *P*-value. Red arrowheads, lncRNAs; blue diamonds, transcription factors

### LncRNA-target-transcription factor network analysis

For further identification of the functions of each dysregulated lncRNA in M-MDSCs, we analyzed the top 50 differentially expressed lncRNAs and their co-expressed mRNAs pairs according to the *P*-value to conduct the lncRNA-target-transcription factor network (Fig. 6). The network revealed several most likely transcription factors for these lncRNAs, and included FOSL1, YY1, IL6 and PGR. LncRNAs FR049933, FR291292, FR110455 and FR400826 are predicted to be mainly regulated by these transcription factors and participate in mitogen-activated protein kinase (MAPK) signaling pathway and VEGF signaling pathway, which are involved in MDSC function.

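FR049933, on chromosome 14 from 41269840 to 41269899 (mm9), rose by a log2 difference of 1.14 in infected mice (SE 0.22, n = 3 per group, adjusted p = 0.0391, limma). FR400826, on chromosome 12 from 91570979 to 91572599, was not well above background in any infected mouse and was at least 2.02-fold lower there (adjusted p = 0.0151, limma). FR291292 and FR110455 were not well above background on all 3 arrays of either group and were not tested. Without infected mouse 1, infected mouse 3, normal mouse 1, normal mouse 2 and normal mouse 3, the adjusted p from limma was 0.155, 0.0766, 0.139, 0.116 and 0.120 for FR049933 and 0.0632, 0.0581, 0.0724, 0.0655 and 0.0523 for FR400826, and with the slide as a block it was 0.117 and 0.0915. Neither was called after normexp background correction.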

**Fig. 6:**
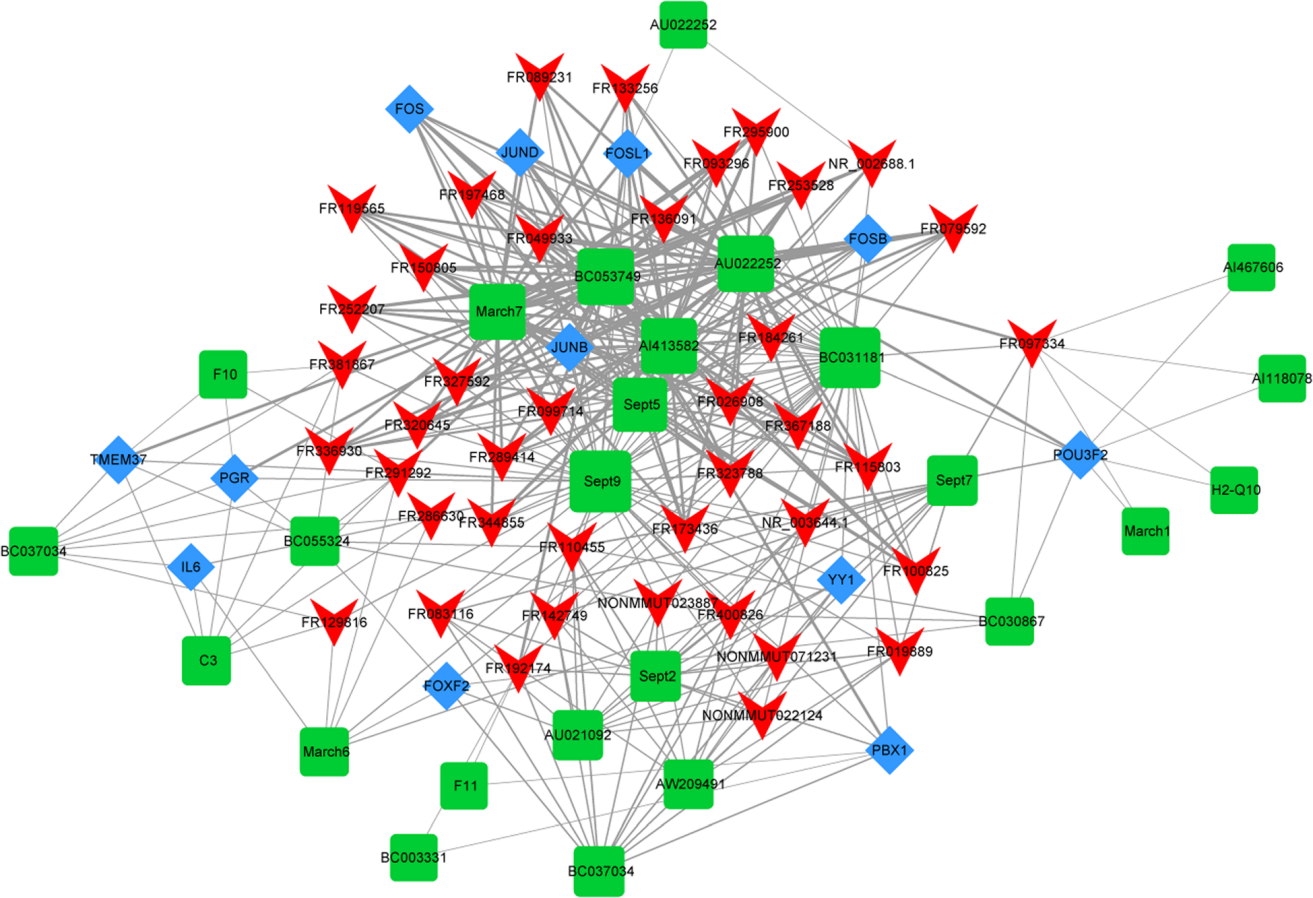
Network of the top 50 most related lncRNA-target-transcription factors. Red arrowheads, lncRNAs; green diamonds, mRNAs; blue diamonds, transcription factors

## Discussion

Cystic echinococcosis is a worldwide chronic zoonotic disease in pastoral regions around the world [2]. Transmission is through predator-prey interactions between carnivore definitive hosts and herbivore intermediate hosts [31, 32]. Previously, we showed significant accumulation of CD11b^+^Gr-1^+^ myeloid cells in the spleen and peripheral blood in Eg-psc-infected mouse models [4] . Under infected conditions, myeloid cells are arrested in an immature state and possess a potential capacity to suppress immune cell responses by creating a suppressive environment; such cells are termed MDSCs. MDSCs have gained much attention due to their roles in immunosuppression and in the promotion of angiogenesis [33] and metastasis [34]. MDSCs exert immunosuppressive effects depending on the expanding subtype, the disease stage and the site where immunosuppression is occurring [35], and their mechanism may change with the disease progression or the affected organ. M-MDSCs suppress T-cell function *via* both antigen-specific and nonspecific mechanisms by producing high amounts of arginase 1, NO and immunosuppressive cytokines [11, 12]. Under infection conditions, the capacity of MDSCs to differentiate into macrophages and dendritic cells is inhibited. MDSCs are more immunosuppressive than their counterparts when assessed on a per cell basis [13–15]. The mechanism associated with MDSC regulation is becoming accepted as another means of regulating immune responses, and MDSCs are potential therapeutic targets in multiple infectious and inflammatory diseases. While the underlying molecular mechanisms of MDSCs and their sub-populations remain unclear, epigenetic modification of MDSC function could provide some molecular evidence concerning MDSC accumulation and immunosuppression. Studies have confirmed that a number of lncRNAs are crucial in biological processes, including regulating gene expression, cell development and metabolism, which are disordered in disease [18, 19, 36]. A global lncRNA expression profile specific to a functional MDSC population is not known. In the present study, we selected splenic M-MDSCs for lncRNA microarray analysis based on previous studies [4, 13, 15] to investigate and compare the lncRNA expression profile of M-MDSCs and to discover the role and significance of lncRNAs in M-MDSCs, which indicated that lncRNA is a mediator that recruits MDSCs in Eg-psc-infected models.

We compared the lncRNA expression profiles between splenic M-MDSCs from Eg-psc-infected mice and normal mice to identify the lncRNAs that may be important in M-MDSC differentiation and function. Compared with the normal mice, 582 lncRNAs were upregulated and 67 lncRNAs were downregulated, and 28 upregulated mRNAs and 1043 downregulated mRNAs were differentially expressed in the infected mice. The expression differences in the microarray detection were consistent with that of qRT-PCR detection. For further analysis of the differentially expressed lncRNAs, we constructed a co-expression network to investigate the correlation between each aberrant lncRNA and their target mRNAs. GO analysis and KEGG pathway analysis were carried out to investigate the biological functions of lncRNAs. The GO enrichment assay showed that the differentially expressed lncRNAs were mostly enriched in positive regulation of TOR signaling in biological processes. The TOR pathway is well recognized as being related to cell proliferation and metabolism. Moreover, mammalian TOR (mTOR) is an intrinsic factor essential for M-MDSC differentiation and immunosuppressive function [37]. KEGG pathway analysis showed that the mRNAs co-expressed lncRNAs were mainly involved in regulation of the actin cytoskeleton, leishmaniasis, and the VEGF signaling pathway, which have been widely researched and demonstrated to be associated with MDSCs [26]. These differentially expressed lncRNAs also participate in inflammatory signaling pathways, such as the MAPK signaling pathway, tumor necrosis factor (TNF) signaling pathway, and the nuclear factor kappa B (NF-κB) signaling pathway [38, 39]. Moreover, these inflammatory pathways have been widely researched and demonstrated to be associated with MDSCs function. 

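Some genes of MAPK signalling and of TNF and NF-κB signalling rose in infected mice. Of 43 measured MAPK genes, 6 rose and 0 fell (8 rose when adjusted over the list alone). The median log2 difference was 0.29 (adjusted p = 0.00353 from camera, adjusted p = 0.253 with an estimated correlation). Those that rose include Map3k9 (1.43, SE 0.31, adjusted p = 0.0394, limma, with 1 of its 3 tested probes called). Housekeeping genes had a median of 0.41, so that the MAPK list did not move more than these. Of 30 genes of TNF and NF-κB signalling, 3 rose (5 when adjusted over the list alone), the lymphotoxin receptor gene Ltbr (1.03, at the gene level only), the adaptor gene Tirap (1.36) and Socs3, a feedback inhibitor of cytokine signalling (1.36). The median was 0.11 (adjusted p = 0.264 from camera). The MAPK list was not past the threshold of camera with the slide as a block (adjusted p = 0.198), and limma called 0 of its genes without infected mouse 1, infected mouse 3, normal mouse 1 or normal mouse 2, 2 without normal mouse 3 and 9 without infected mouse 2. Ltbr was not called after normexp background correction. Fas, the death receptor, was at -0.29 (adjusted p = 0.405, limma).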

The vascular endothelial growth factor (VEGF) is an important molecule involved in angiogenesis. Ostrand-Rosenberg et al. [38] demonstrated that inflammation could increase MDSCs levels by protecting MDSCs from Fas-mediated apoptosis through activation of the MAPK pathway. IL-33 [40] induced arginase-1 expression and activated the NF-κB and MAPK signaling pathways, augmenting the immunosuppressive ability of MDSCs. To further study the roles of specific lncRNAs in M-MDSCs, we predicted their corresponding mRNAs through *cis*- and *trans*-targeting. We found that 288 lncRNAs were considered *cis*-regulatory lncRNAs of their sense-overlapping genes; among them, NONMMUT021591 was predicted to *cis*-regulate *Rb1*. *Rb1* expression is associated with abnormal M-MDSC differentiation. Youn et al. [28] demonstrated a novel regulatory mechanism of myeloid cells in cancer. Transcriptional silencing of the *Rb1* gene altered M-MDSC differentiation into macrophages and dendritic cells to preferential differentiation towards PMN-MDSCs. Furthermore, M-MDSCs in tumor-bearing mice could acquire the phenotypic and morphological features of PMN-MDSCs. Three hundred and seventy-two lncRNAs were predicted to interact with 60 transcription factors; several among them, namely FOSL1, YY1, IL6 and PGR, were the most enriched terms. Among these transcription factors, C/EBPβ [27] has been demonstrated to be a MDSC transcription factor, and under inflammation and infection conditions, C/EBPβ could regulate myeloid cell development and differentiation and control emergency granulopoiesis [7, 30]. Increased expression of the transcriptional regulator C/EBPβ is a characteristic biochemical feature of MDSCs. 

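FR015378 lies on chromosome 12 from 73091461 to 73093319 on the plus strand (mm9), 108449 bp from its nearest tested gene, Jkamp, which was at a log2 difference of 0.19 and not called. It was not well above background in any normal mouse (log2 signal -3.93 ± 0.58, SD, n = 3) and was at -2.92 ± 0.04 in infected mice. This is at least 1.42-fold higher and did not pass the test (adjusted p = 0.0949, limma).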

In the present study, FR015378 was predicted to be regulated by C/EBPβ and participates in the VEGF signaling pathway in KEGG analysis. Therefore, it is reasonable to propose that the aberrantly expressed lncRNAs participate in parasitic infection induction of M-MDSCs by acting with their correlated mRNAs and transcription factors.

## Conclusions

LncRNAs are critical in modulating the immune microenvironment and MDSCs; our findings provide a new understanding of M-MDSCs, and the data we present could guide the exploration of lncRNA-mediated immunosuppression in long-term parasitic infection. Although the sensitivity and specificity of lncRNA biomarkers in M-MDSCs should be further investigated, the functional lncRNAs can be explored as potential biomarkers or novel treatment strategies for immunoregulation in related diseases. Understanding the underlying mechanisms and functions of these immunosuppressive cell populations will pave the way for new parasite vaccine strategies.

## Additional files

Additional file 1: **Table S1.** Primers used in qPCR detection of selected lncRNAs.

Additional file 2: **Table S2.** Significantly and differentially expressed lncRNAs in M-MDSCs.

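Table S2 lists, for each lncRNA probe, the authors' fold change and p-value between the same 6 arrays. Of its 649 probes, 569 were well above background on all 3 arrays of at least 1 group here, and all 569 had the sign that the table gives. Of these, 388 were called with limma after adjustment, and their log2 differences lay a median of 0.0801 and at most 0.385 from those of the table.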

Additional file 3: **Table S3.** Significantly and differentially expressed mRNAs in M-MDSCs.

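Table S3 gives the authors' fold changes of mRNA probes in the same form. All 1071 of its probes were tested here with the sign that the table gives, and 788 were called with limma after adjustment. The log2 differences lay a median of 0.0703 and at most 0.255 from those of the table.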

Additional file 4: **Figure S1.** The lncRNA NONMMUT021591 was predicted to *cis*-regulate the protein-coding gene *Rb1*. Red dots, genomic location of lncRNAs; blue dots, the corresponding genes; rho value, correlation coefficient.

## Abbreviations

C/EBPβ: CCAAT/enhancer binding protein beta
Eg-psc: *Echinococcus granulosus* protoscoleces
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNA: long non-coding RNA
MAPK: mitogen-activated protein kinase
MDSCs: myeloid-derived suppressor cells
M-MDSCs: monocytic myeloid-derived suppressor cells
mTOR: mammalian TOR
NF-κB: nuclear factor kappa B
NO: nitric oxide
PMN-MDSCs: polymorphonuclear myeloid-derived suppressor cells
TNF: tumor necrosis factor
TOR: target of rapamycin
VEGF: vascular endothelial growth factor

How the deposited data were processed for this re-analysis (not part of the article)

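RNA of splenic M-MDSCs of 3 mice infected with E. granulosus protoscoleces and 3 normal mice was measured on 6 one-colour Agilent arrays, 1 per mouse. The authors deposited, for each array, the linear spot intensity of Feature Extraction 10.7.1.1, background-subtracted and corrected for trends over the slide by the software, together with the mean spot and median background intensity. Other columns that the authors deposited are flags of the software, which mark control spots, outliers, saturation and signals well above background. The authors also deposited a table of raw signals as linear intensity, normalized log2 values and detection calls per probe. It was checked against the spots: the raw signal equals the geometric mean of a probe's spots within 0.01 percent for 91188 of 91188 probes, and the detection call equals that of any spot well above background in 547128 of 547128 pairs of probe and array. The sorted normalized log2 values differ between arrays by at most 0.00146, so that all arrays have the same distribution. The replicates are separate mice by their labels and the paper.

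From the spot intensities, control spots and outlier spots were left out (15 to 92 flagged spots per array), log2 values of a probe's spots were averaged, and each array's 75th percentile was subtracted, since the methods name percentile normalization. Probes were classed as lncRNA or mRNA from the feature type in the deposited table. Signal over background sets the precision of dim probes, and the median local background was 27 to 31 intensity units. Tested probes were well above background on all 3 arrays of at least 1 group. The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (with statmod 1.5.0 and data.table 1.17.8), with Benjamini-Hochberg adjustment over lncRNA and mRNA probes together, an adjusted p threshold of 0.05 and a minimum fold of 2. Gene symbols come from the deposited table; 29792 of 31617 mRNA probes with a gene identifier were found in a reference gene table of GRCm38.p6, and 1865 were given a newer symbol. A gene was represented by its brightest tested probe, with the mean of its probes as an alternative.

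Genes and lncRNAs named in the text follow a rule set in advance: those the paper names, the 10 mRNAs and 5 lncRNAs with the largest called fitted differences in each direction whose groups do not overlap, the 3 called members of each gene list with the largest differences (or the 2 with the smallest p where none was called), and 14 markers of MDSCs. The paper's Tables S2 and S3, which hold the authors' fold changes on the same arrays, had been read when this rule and the 34 gene lists were written, so that neither is independent of them. Genes beside lncRNAs are named by position. The lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, with which 0 of the 34 lists passed. Fry, which tests whether the genes of a list move one way without comparing them with other genes, passed 23. Several lists share genes. Levels of the arrays were clustered with average linkage on 1 minus Pearson's r. Pairs of lncRNAs and mRNAs were tested by exact permutation of their correlation. Nearest genes were taken within 300 kb, with 10000 random assignments. The header of the array files names mm9. Ensembl lncRNA entries lie where fRNAdb has them, RefSeq ncRNA entries lie in their genes of GRCm38.p6 only after a shift, and NONCODE and RefSeq lncRNA entries follow a newer assembly. For neighbours, fRNAdb, Agilent, Ensembl lncRNA and RefSeq ncRNA entries were used, of which the Agilent and fRNAdb ncRNA entries were taken as mm9 from the header without a comparison of their own, and no positions were converted. GO terms were tested with Fisher's exact test on the annotation in the deposited table, adjusted over the 9 terms. The predicted networks, the qRT-PCR and the transcription factor binding of the paper were not analysed here.

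The limma comparison was tested on simulated data, with 200 of 50543 probes changed on values of the spread of these arrays. It recovered 19.4% of the changes of 2-fold, 79.1% of those of 4-fold and 89.4% of those of 8-fold, with 4 unchanged probes called. The t-test of the methods recovered 30 of 67, 66 of 67 and 66 of 66 without adjustment, with 97 unchanged probes called, and 3, 26 and 41 after Benjamini-Hochberg, with 1. Camera called 0 of 20 unshifted simulated lists, 40 of 40 simulated neighbours were recovered, and 5.06% of unrelated pairs passed across arrays and 2.71% within groups. These pairs passed at the rate of independent probes. In the real lists the estimated correlation was 0.897 for mitosis genes and 0.830 for genes of secondary and tertiary granules. The simulation thus cannot show how often camera calls unshifted lists with such correlations. Alternatives set before the data were examined were quantile normalization, normexp background correction (offset 50), the authors' normalized values and detection calls, other filters on dim probes, the t-test of the methods, a trended and robust eBayes, array weights, the replicate number and the slide as blocks, other thresholds, and each array left out. The comparison within 1 slide and all settings of the GO terms were added afterwards.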

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

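The tests of slide, scaling and granulocytes below, the test of the slide and the test on genes called without infected mouse 2 for that mouse, and the count over other groupings of the arrays were chosen after the results were seen. The test of signal quality, the first test of a share of normal-like RNA and the tests of neighbouring genes were written before.

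Lists of genes that the paper does not discuss stood above the normal mice, and are given here because of it: genes of primary granules (median log2 difference 1.15), of secondary and tertiary granules (2.75), of mature neutrophils (2.62), of eosinophils, basophils and mast cells (1.43), and replication-dependent histones (2.03).

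For the neutrophil and mitosis lists, a difference between slides as the whole cause is opposed by the comparison of infected mouse 3 with the normal mice on the same slide, where the lowest of the 4 medians was 1.49. This rests on 1 infected mouse. Scaling of the arrays as the whole cause is opposed as well, since the lowest excess of a list's median over that of all tested genes was 1.14, that of primary granule genes. Housekeeping genes lay higher too (median 0.41), and the primary granule genes exceed them by 0.74 only, so that a part of their shift through scaling stays open. Granulocytes and their precursors among the sorted cells remain a candidate explanation beside a change within M-MDSCs: 96.4% of the tested genes of the 3 neutrophil lists lay above 0, which a change within M-MDSCs would give as well. The test also asked that each of the 8 with the brightest signal in infected mice rise by over 1. Lcn2, Ngp, S100a9, S100a8, Ltf and Cd177 did, and Elane (0.16, adjusted p = 0.633, limma) and Csf3r (0.23, adjusted p = 0.402, limma) did not, which goes against granulocytes as the whole cause. That choice ranks different probes, whose signals cannot be compared, and favours genes that rise, so that neither part decides. The magnetic sort should remove most such cells, although the purity that the paper gives for the sorted cells leaves room for some others. M-MDSCs express S100a8 and S100a9 too, and 2 of the mature neutrophil markers are also in the suppressor list. A shift of the sorted cells toward granulocytic or dividing stages under infection was not tested and is a hypothesis only.

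Infected mouse 2 lay between the other infected mice and the normal mice, at a median position of 0.628 over the called probes, where 0 is the normal mean and 1 is infected mouse 3. The slide is opposed by infected mouse 1 of the same slide, whose median position was 1.14. The interquartile range of log2 signal of infected mouse 2 was 2.99, inside the range of the other arrays (2.89 to 3.10). It was 3.10 and 3.09 in infected mice 1 and 3 and 2.93, 2.94 and 2.89 in normal mice 1, 2 and 3. This measure thus follows the groups and cannot decide on lower signal quality. Infected mouse 2 also had the most flagged spots (92, against 15 to 65 on the other arrays). A single share of normal-like cells or RNA would put all genes at 1 position on the linear scale. On this scale 0 is the normal mean and 1 the mean of infected mice 1 and 3, so that lower values are more normal-like. Called lower genes lay 0.518 from the called higher genes, but near background. Among genes called without this mouse, 5 T and NK cell genes lay -0.509 from all higher genes (median position -0.139 against 0.370). Of these 5 genes, 60% were above background in infected mice, so that background limits this value too. A share of normal-like cells or RNA combined with variation in T and NK cells between mice is still possible. A weaker response of this mouse to infection was not tested.

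Called lncRNA probes often lay beside called mRNA genes: in 124 cases the nearest gene was called in the same direction, where the highest of 10000 random assignments gave 29, so that a chance neighbourhood is opposed. The nearest gene was called for 50% of 222 lncRNA probes on the same strand as that gene and for 12.5% of 104 on the opposite strand (Fisher's exact test, p = 1.49e-11), which is consistent with some probes reading the neighbouring gene's own transcript, such as unannotated 3' ends. Genes on the same strand also lay closer (median 6039 against 24767.5 bp), and regulation in cis by the lncRNA was not tested.

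Over the 10 divisions of the 6 arrays into groups of 3, the real one gave the largest counts (1 of 10 for each): 384 lncRNA probes higher and 18 lower and 792 mRNA probes higher and 18 lower against at most 0 of each in the others, and 27 gene lists against at most 22, for infected mice 1 and 3 with normal mouse 3. These are too few divisions for a share under 0.05.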

How the results depend on the processing

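The comparison within the slide of infected mouse 3 and the normal mice and all settings of the GO terms were chosen after the data were seen. All other settings were written before. The cause was not tested for the changes below.

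Of 510 comparisons of the 34 gene lists with other settings, 460 kept their direction in camera and their side of the threshold, 32 were no longer past it, 13 were newly past it and 5 turned. Of 1987 comparisons of 134 named genes and lncRNAs, these were 1398, 540, 30 and 19. Of the probes called in any setting, 0 had the opposite direction to the 1212 called here, of which quantile normalization shared 1163 of its 1271 and the slide as a block 9 of its 25. Clustering kept the groups apart in every setting run, and neighbours had the same direction in 100% of called pairs in each. Dim probes limit the lower calls: 12 of 18 lncRNA and 10 of 18 mRNA probes called lower were not above background in any infected mouse.

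Given as lncRNA probes higher and lower, then mRNA probes higher and lower, the counts were 384, 18, 792 and 18. Quantile normalization gave 414, 7, 843 and 7, normexp background correction 156, 0, 466 and 0, and the authors' normalized values 381, 6, 794 and 6. With no filter on dim probes they were 0, 0, 5 and 0, with detection on all 6 arrays 288, 3, 706 and 3, and with the authors' detection calls 354, 25, 731 and 15. The t-test of the methods gave 510, 67, 1040 and 50 without adjustment, 0, 0, 0 and 0 after Benjamini-Hochberg, 582, 67, 1043 and 28 on the authors' values and calls, and 531, 38, 1047 and 28 on quantile values. Array weights gave 782, 586, 1586 and 422, the trended and robust fit 450, 14, 930 and 15, and the slide as a block 0, 4, 16 and 5. Adjustment within each class gave 153, 2, 968 and 27, no limit on the fold 442, 44, 923 and 33, and an adjusted p under 0.01 1, 0, 6 and 0. Within 1 slide the counts were 388, 685, 787 and 367. There infected mouse 3 alone stands against the normal mice, which alone give the spread, so that calls within 1 slide do not test the difference between the groups. The share of called probes that were higher was 97.0%, and 98.9% with quantile normalization, 100% after normexp, 70.1% with array weights, 64% with the slide as a block and 52.8% within 1 slide. Leaving out 1 array gave 0 to 659 lncRNA probes higher, 0 to 595 lower, 3 to 1370 mRNA probes higher and 0 to 318 lower, the largest without infected mouse 2, where 69.0% of the called probes were higher. At an unadjusted p under 0.05, limma passed 4727 lncRNA and 5255 mRNA probes.

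The labels give the mice of both groups the same numbers, which do not pair them: deviations of the same number correlated at -0.06, -0.14 and -0.16, and the mice did not correlate best with their own number. With the replicate number as a block, 370 lncRNA probes were higher and 22 lower, 794 mRNA probes were higher and 27 lower, and 1062 of the calls were shared.

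Of the 10 lncRNAs with primers, 8 were called, 5 after normexp, 0 with the slide as a block and 0 to 10 with an array left out. Of NONMMUT021591 and Rb1, 1 was called, 0 after normexp or with the slide as a block, and 0 to 1 with an array left out. Of the transcription factors, 2 were called, 1 after normexp, 0 with the slide as a block, 1 within 1 slide and 0 to 3 with an array left out. With an estimated correlation 0 of the 27 lists passed. Of lncRNA and mRNA pairs, 53.3% passed across arrays with Spearman's rho and 15.6% within groups after normexp; 4 GO terms were enriched, and 2 after normexp.

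Lists whose direction in camera turned were, with their medians there, those of spleen macrophage markers (0.10 with the slide as a block and within 1 slide), plasma cell markers (0.44 with the slide as a block), TNF and NF-κB genes (0.0331 with the slide as a block, a median that kept its sign) and monocyte markers (-0.0281 without normal mouse 3, in a range up to 0.31 with 1 array left out). Medians that changed sign while the direction did not were those of interferon response genes (0.0815 with the slide as a block and within 1 slide, 0.0311 without infected mouse 1, 0.0566 without normal mouse 2), spleen macrophage markers (0.0310 without infected mouse 1, 0.110 without normal mouse 2), plasma cell markers (0.44 within 1 slide) and progenitor genes (-0.0369 without normal mouse 1). Genes that turned were Csf1r (-0.12 with quantile normalization and with the authors' values, -0.0268 after normexp, -0.10 with array weights, -0.16 and -0.09 without infected mouse 3 and normal mouse 3), Dmpk (0.78 with the slide as a block and within 1 slide, 0.03, 0.08, 0.17 and 0.05 without infected mouse 1, infected mouse 2, normal mouse 2 and normal mouse 3, in a range from -0.76), Fosl1 (0.56) and Nos2 (0.0350) with the slide as a block and within 1 slide, and Itgam (0.00277 with array weights, 0.0205 without normal mouse 1 in a range from -0.0722, 1.15 with the mean of its probes).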

Differences from the paper's values

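All alternatives compared here were set before the data were examined. The paper counts 54030 lncRNAs and 33420 mRNAs as detected, which are the numbers of probes of each class on the array; 28474 and 22096 were tested here. For lncRNAs, the 38802 with a positive and significant signal differ by less than 1.5 times from the paper's, while the authors' calls (31647), at least 1 array (33323) and all 6 arrays (25285) do not come that close. For mRNAs, 27082 with a positive and significant signal and 24840 on at least 1 array do, and the authors' calls (22100) and all 6 arrays (20389) do not.

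The paper's 582 upregulated lncRNAs, called at an unadjusted p, stand beside 384 here at an adjusted p. Quantile normalization (414), the t-test of the methods without adjustment (510), on the authors' values and calls (582) and on quantile values (531), the trended and robust fit (450), array weights (782), no limit on the fold (442) and leaving out infected mouse 2 (659) come within 1.5 times of the paper's value, and the other settings do not. The paper's 67 downregulated lncRNAs stand beside 18, and the t-test of the methods without adjustment (67) and on the authors' values and calls (67) reaches the paper's value, while the other settings do not. On the authors' values and calls, the t-test of the methods calls 649 of the 649 probes of Table S2 and 1071 of the 1071 of Table S3.

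The paper's text counts 28 mRNAs as upregulated and 1043 as downregulated, and here 792 were higher and 18 lower. No setting comes near either count of the text. Table S3 gives the numbers the other way round, 1043 upregulated and 28 downregulated, and all 1071 of its probes have the table's sign here. Beside the 28 of Table S3, the t-test of the methods on the authors' values and calls (28) and on quantile values (28), the replicate number as a block (27), adjustment within each class (27) and no limit on the fold (33) come within 1.5 times, and the other settings do not.

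The paper's text names FR325025 as the most downregulated lncRNA, while its Table S2 gives a larger decrease for n417761 (the paper's value is 4.23086). Here n417761 was at least 1.97-fold and FR325025 at least 1.60-fold lower, limits that do not rank them. The paper counts FR193677 and FR345547 as downregulated. They were not called here (-1.07 and -1.24), but were with array weights, without infected mouse 2 and by the t-test of the methods without adjustment. The methods name percentile normalization and the results quantile normalization. The deposited normalized values have the same distribution on every array.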

Other observations

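No test was chosen for the values below after they were seen. The lists were set before these tests, but after Tables S2 and S3 of the same arrays had been read. Some genes of glucose use and of the response to low oxygen rose in the sorted cells of infected mice. Of 20 glycolysis genes, 8 rose (8 when adjusted over the list alone). The median log2 difference was 0.81 (adjusted p = 1.20e-06 from camera, adjusted p = 0.252 with an estimated correlation). Genes that rose include the myeloid hexokinase gene Hk3 (2.26, SE 0.36, adjusted p = 0.0171, limma), the glucose transporter gene Slc2a3 (1.60) and Gpi1 (1.58). Of 18 hypoxia response genes, 5 rose (5 when adjusted over the list alone). The median was 0.72 (adjusted p = 2.77e-05 from camera, adjusted p = 0.252 with an estimated correlation). Those that rose include Ero1a (1.79) and Pfkfb4 (1.45, at the gene level only). The lists share 5 tested genes. Housekeeping genes had a median of 0.41, and 2 of them are also in the glycolysis list and 1 in the hypoxia list. Markers of mature neutrophils rose more in the same mice (median 2.62), and their part in these changes was not tested. For Hk3, the adjusted p from limma was 0.0639 without infected mouse 1, 0.0618 without infected mouse 3, 0.0564 without normal mouse 1 and 0.0540 without normal mouse 2.

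Interferon response genes did not pass the test as a group: the 25 measured had a median of -0.07 (adjusted p = 0.305 from camera), with 0 called by limma, 0 when adjusted over the list alone and 1 higher at an unadjusted p under 0.05, and Ifit2 was at 0.63 (adjusted p = 0.199, limma). Of 13 genes of haematopoietic progenitors, 3 rose (3 when adjusted over the list alone), Erg (at least 5.00-fold), Prom1 (3.29) and Myb (at least 2.32-fold). The median was 0.09 (adjusted p = 0.0748 from camera). Of 15 platelet and megakaryocyte genes, 3 rose (4 when adjusted over the list alone), the platelet factor gene Pf4 (at least 2.64-fold, at the gene level only), Nfe2 (1.73) and Rgs18 (1.64). The median was 0.13 (adjusted p = 0.0830 from camera). Erg, Myb and Pf4 were not called after normexp background correction. The 19 erythroid genes had a median of 0.65 (adjusted p = 0.0286 from camera, adjusted p = 0.557 with an estimated correlation, adjusted p = 0.145 from camera without infected mouse 2, 0.0530 without infected mouse 3 and 0.469 without normal mouse 1), with 0 called by limma, 0 when adjusted over the list alone and 5 higher at an unadjusted p under 0.05. Vcan, a matrix proteoglycan of monocytes, had a brightest probe at 0.59 (adjusted p = 0.121, limma) and 2 of 3 tested probes called, at least 6.41-fold and 3.93-fold higher.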
